A study of Mus musculus with 6 samples. Its data were reported in "The angiopoietin receptor Tie2 is atheroprotective in arterial endothelium" (2023).

How the data were processed

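Aortic cells of male mice had been sequenced with the 10x Genomics 3' chemistry, with 1 library per group in 6 groups. The deposited values are counts, that is UMIs per gene and cell, which the authors made with Cell Ranger (version 3.1.0 in the header of the Tie2 files) against mm10, keeping only barcodes called as cells. The Tie2 libraries used kit v3.1 and list 31053 genes, and the Tie1 libraries used kit v2.1 and list 27998 genes in an older file format. The version of Cell Ranger for the Tie1 libraries is not given in the sources used here. Cells beyond the study's later limits on genes and mitochondrial UMIs are present, so its cell filters had not been applied. Whether its correction for free RNA had been applied is not settled by the values. Haemoglobin made up 0.0016% of the UMIs of AEC-like cells in the steady control, whose library held 0.216%, and 1.46% in the Tie1 control, whose library held 7.07%. Libraries of the thoracic and abdominal aorta were not analysed here.

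Total UMIs per library were 87707782 and 83882361 (Tie2 control and deleted, steady), 96860746 and 103739845 (Tie2 arch) and 52547701 and 53300761 (Tie1 arch). The 27514 genes shared by both annotations were used, which hold over 99.4715% of UMIs in every library. Cells with 300 or more detected genes and at most 7% mitochondrial UMIs passed, as in the study: 6840 and 6335, 8621 and 7212, and 5883 and 7059 of 49185 barcodes, or 41950 in all. For the Tie2 arch the study names fewer cells, as given with its own values. Scrublet, as built into scanpy 1.11.5, marked only 0.117% and 0.142% of the steady libraries as doublets by its own threshold, so the highest scores were removed instead, at 0.8% per 1000 cells (374, 321, 595, 416, 277 and 399 cells in the order above). This left 39568 cells, with median UMIs of 8242, 8874, 8551.5, 10765.5, 6481 and 5475.5. At these depths the Poisson interval of a gene at 39.2 CPM in the 415 AEC-like cells of the deleted arch runs from 33.9 to 45.1 CPM. Haemoglobin made up 7.07% and 1.84% of UMIs in the Tie1 control and deleted libraries and at most 0.216% in the other 4. No correction for free RNA was made here, because the profile of empty droplets was not used here.

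Libraries were log-normalised, integrated with Seurat 5.3.0 anchors (2000 features, 30 components) in R 4.3.3 and clustered at resolution 0.1, and the leukocytes again at 0.2. Before the data were examined, 18 lists of outcome genes, 28 marker lists, the comparisons, the tests and most alternatives were fixed. The 223 genes of the outcome lists, 222 of them in the files and 99 among the variable genes, took no part in the integration and clustering. A cluster took the name of the marker list that led its top genes by fold, and stayed without a name when markers of unlike types led together or fewer than 3 of the markers were detected. The resident-macrophage-like group rests on Lyve1, Folr2, Cd163 and F13a1 in its parent cluster, and its own top genes hold 1 marker each of resident macrophages and dendritic cells. Shares that differ from those of the study may come from these rebuilt names, from the doublet step or from the joint clustering of 6 libraries.

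For gene levels the UMIs of all cells of a class were summed per library and scaled to a common total of 1e6 (CPM), with exact Poisson intervals. Ratios have exact conditional intervals, shares exact binomial (Clopper-Pearson) intervals and ratios of shares log intervals, all at 95%. A count of 0 allows up to 3 counts. With 1 library per group, no test was made between groups, and ratios of CPM describe the libraries alone. List medians use members at 20 CPM or more in either library, in classes of 50 or more cells, with 500 Poisson draws for their intervals. Each median has its percentile among 10000 random lists of the same size, drawn from the 200 genes nearest in mean expression. The outcome lists cover targets, angiopoietins, endothelial genes and fibroblast inflammation genes of the study, adhesion and recruitment, FOXO targets, laminar flow, interferon and MHC class I, MHC class II, NF-kB, cytokines and complement, hyaluronan, the respiratory chain, matrix, the clock, dissociation stress, and short and long ribosomal protein genes. The lists of the study, the clock, ribosomal and SMC lists were chosen after reading gene tables that the study made from these samples, so they are not independent evidence. The study also reports hyaluronan genes as higher and oxidative phosphorylation (here the respiratory chain list) as lower in Tie2 than in Mfap4 fibroblasts. It used mice on normal diet for this, so the fibroblast tests of these lists are not independent of its finding either.

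Always named were Tek, Tie1, Bmx, Vcam1, Icam1, Clu, Fbln5, Angpt1 and Angpt2, and of each list its most abundant and most changed members. Further named genes have the highest and lowest ratios after adding 10 CPM, 8 each way in AEC-like and 5 in other classes of the deletion pairs. They needed 50 UMIs over the pair, 100 CPM in the higher library and at least 0.5 of the highest CPM of any other class. Mitochondrial, ribosomal, haemoglobin and sex-linked marker genes were not ranked. Some genes that the rule names are not reported here.

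Tie2 and Mfap4 fibroblast-like cells were compared on counts summed per library and class with the edgeR 4.0.16 quasi-likelihood test, TMM scaling and the library as a block, with Benjamini-Hochberg adjustment. Differences of Tek, Tie1, Angpt1 and Angpt2, in 6 comparisons, and of 4 list medians between classes were tested by exact sign flips over 6 libraries. On simulated data of 12697 genes, with known changes in 67, 67 and 65 of them, the edgeR step recovered 76.1%, 94.0% and 100% of genes changed by 1.5, 2 and 4-fold, and 8.20% of its calls were false. Every assignment of the class labels within libraries, 32 in all with the real one, was also fitted.

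Alternatives were a mitochondrial limit of 10%, 500 genes per cell, no doublet removal, no integration, resolution 0.3, outcome genes kept as features, TMM scaling, CPM without mitochondrial and ribosomal genes, means over cells, thinning to equal UMIs, AEC-like cells with at most 1 UMI of genes of other types, list floors of 5 and 100 CPM, DESeq2 1.42.0, no count filter, no block, and subsets of libraries. CPM without haemoglobin genes and shares without the group led by haemoglobin genes were added later. Coordinates come from the mm10 annotation. Exon 1 of Tek, which the study's floxed allele flanks together with the promoter, spans 94739300 to 94739692. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.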

Results

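Single-cell RNA was measured in mouse aorta after deletion of an endothelial receptor gene in arterial endothelial cells (AECs). The receptors are Tie2, encoded by Tek, which binds the angiopoietins and holds endothelium quiescent, and its relative Tie1. Deletion used a tamoxifen-inducible Cre under the Bmx promoter, which is active in arterial endothelium. Floxed mice of matched age and sex served as controls, which the paper calls littermates for Tie1. The 6 libraries fall into 6 groups of 1 library each, so there is no replicate of any group. They form 3 pairs of a deleted and a control library: Tie2 in the aorta at steady state, Tie2 in the aortic arch under atherosclerosis, and Tie1 in the arch under atherosclerosis. Mice of the atherosclerosis groups were fed a Western diet. Every library is a pool of a few mice.

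The libraries held from 52547701 to 103739845 UMIs. At steady state the Tie2 control had 8652 barcodes and 87707782 UMIs, and the deleted library had 8230 barcodes and 83882361 UMIs. In the arch the Tie2 control had 9812 barcodes and 96860746 UMIs, against 8215 and 103739845 in the deleted library. The Tie1 control and deleted libraries, made with an older kit, had 6148 and 8128 barcodes with 52547701 and 53300761 UMIs. After the filters 6466 and 6014 cells were kept at steady state, 8026 and 6796 in the Tie2 arch pair, and 5606 and 6660 in the Tie1 pair, control before deleted. All intervals are 95% intervals and cover counting error only, not the difference between mice.

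Fibroblasts made up most of the 39568 kept cells, followed by 10555 leukocytes, AEC-like cells and smooth muscle (SMC)-like cells. Fibroblasts fell into an Mfap4 fibroblast-like and a Tie2 fibroblast-like class. Leukocytes fell mainly into Cxcl2hi-macrophage-like, resident-macrophage-like and Trem2hi-macrophage-like cells, the last being the lipid-loaded foam cells of plaques, and into T-cell groups. A group led by haemoglobin genes stayed unnamed and held 7.96% of the Tie1 control, 1.98% of the Tie1-deleted, 2.74% of the Tie2 control arch, 0.662% of the Tie2-deleted arch, 1.42% of the steady control and 0.0831% of the steady deleted cells. Other groups without a name were led by B-cell and mast-cell genes (180 cells), by Lyz1 and cell-cycle genes (441 cells), by Kcnq1ot1 and Ddhd1 at low UMI counts (57 cells, of which 78.9% came from the Tie2-deleted arch) and by a mixture of genes (33 cells).

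The question of the Tie2 arch pair was how loss of Tie2 in arterial endothelium alters the atherosclerotic aorta. Tek RNA was lower in AEC-like cells, while Tie2 fibroblast-like cells held as much of it as in the control. The deleted library had more leukocytes, among them foam-cell-like macrophages, and its T cells were more often of the Ccl5 type and less often thymocyte-like. Its AEC-like cells held more RNA for the adhesion molecules Vcam1, Icam1, Selp and Sele and for Cxcl12, and less for the chemokines Ccl2 and Ccl7, for matrix and for the junction protein Cldn5.

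Tek (ENSMUSG00000006386) lies on chromosome 4 from 94739289 to 94874976 on the plus strand of mm10. In AEC-like cells of the arch, Tek was at 39.2 CPM (33.9 to 45.1) after deletion against 407 CPM (382 to 433) in the control, which is 10.4-fold lower (log2 ratio -3.38, -3.61 to -3.15). Tie2 fibroblast-like cells had 141 CPM (136 to 146) against 138 CPM (133 to 143), and Mfap4 fibroblast-like cells had 11.1 against 9.42 CPM. Tie1 (ENSMUSG00000033191, chromosome 4, 118471191 to 118490061, minus strand) was at 332 CPM (316 to 349) in the deleted and 368 CPM (344 to 393) in the control AEC-like cells, a log2 ratio of -0.15. Bmx, whose promoter drives the Cre, was higher in deleted AEC-like cells at 588 against 317 CPM (log2 ratio 0.89, 0.78 to 1.01). The angiopoietin Angpt2, which antagonises Tie2 in many settings, was at 31.0 CPM (26.3 to 36.2) against 73.4 CPM (63.0 to 85.0). The list of the 3 target genes, Tek, Tie1 and Bmx, had a median of -0.14 (percentile 17.8), set by Tie1 as its middle member.

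Leukocytes made up 39.6% (38.4 to 40.7) of the deleted arch library against 33.7% (32.6 to 34.7) of its control. Monocytes and macrophages rather than T cells carried this difference, at 29.9% against 23.9%, while T cells were at 6.34% (5.77 to 6.95) against 7.31% (6.75 to 7.91). Trem2hi-macrophage-like cells were 1.65-fold more frequent, at 9.51% against 5.77% (log2 ratio 0.72, 0.55 to 0.89), and formed 31.8% of monocytes and macrophages against 24.1%. Ccl5 T-cell-like cells were 57.8% of T cells against 41.6% (log2 ratio 0.47, 0.29 to 0.66), and 3.66% against 3.04% of all cells (0.27, 0.02 to 0.52). Thymocyte-like cells, which express Rag1 and hold few UMIs each, were 22.5% of T cells against 33.6% (97 against 197 cells). The T-cell total also held proliferating T-cell-like cells (41 against 74 cells) and Cxcr6 T-cell-like cells (44 against 72 cells). Ccl5 T-cell-like cells rose less as a share of all cells than of T cells, because the other T-cell classes were fewer. Resident-macrophage-like cells were at 7.25% against 6.19%, Cxcl2hi-macrophage-like cells at 10.6% against 10.1% and dendritic-like cells at 1.27% against 1.62%. AEC-like cells were at 6.11% against 3.19%, SMC-like cells at 1.72% against 1.26%, and Tie2 fibroblast-like cells at 20.3% in both libraries.

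**Figure D1:**
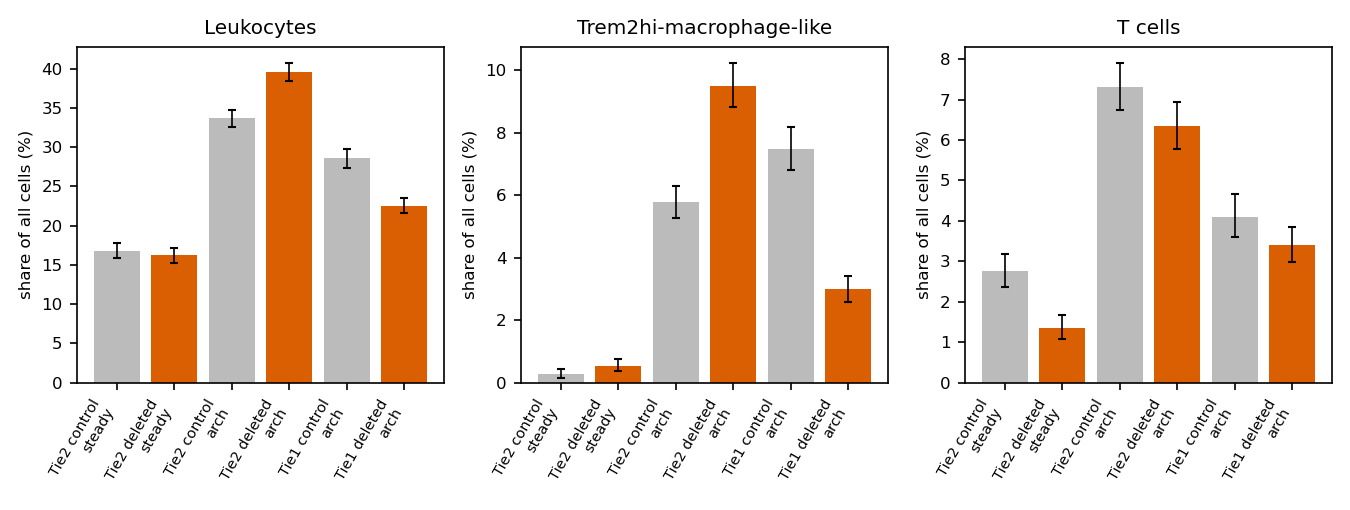
Share of all kept cells (%, y axis) that were leukocytes, Trem2hi-macrophage-like cells or T cells in each of the 6 libraries (x axis), with exact binomial 95% intervals. Leukocytes were at 39.6% in the Tie2-deleted arch against 33.7% in its control, and at 22.6% in the Tie1-deleted arch against 28.6% in its control.

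Leukocyte adhesion and recruitment genes were higher as a group in Tie2-deleted AEC-like cells of the arch. All 16 listed genes were measured, with a median log2 ratio of 0.26 at percentile 100 of matched random lists, although a single gene was higher and a single gene lower by 1.5-fold or more. Vcam1, which holds monocytes on the endothelium, was at 1338 against 911 CPM (log2 ratio 0.55, 0.48 to 0.63), and Icam1 was at 223 against 169 CPM. The selectins Selp (556 against 455 CPM) and Sele (97.3 against 70.5 CPM), which start leukocyte rolling, were higher, and so was the chemokine Cxcl12 (381 against 224 CPM). Ccl2 was lower at 16.9 against 41.0 CPM, as was Cxcl1 at 50.1 against 65.1 CPM. Clu, a secreted chaperone, was at 4681 against 3866 CPM, and the elastic fibre gene Fbln5 was at 1264 against 1252 CPM. These 2 genes with Vcam1 and Icam1 are the endothelial genes the study names, and their median was 0.33 (percentile 98.1).

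Interferon-induced and MHC class I genes were also higher, with 17 of 18 measured, 2 higher by 1.5-fold, none lower and a median of 0.19 (percentile 99.99). Irf7 was at 55.7 against 29.0 CPM, Ifitm3 at 2280 against 2011 CPM and H2-K1 at 1763 against 1563 CPM, while Gbp2 was at 75.8 against 89.6 CPM. The cytokine and complement list had a median of 0.19 (14 of 20 measured, 3 higher and 4 lower, percentile 99.98), which turned to -0.54 without doublet removal. Within it Cxcl5 (36.2 against 16.2 CPM) was higher, and Ccl7 (8.04 against 42.7 CPM) and C3 (41.4 against 76.3 CPM) were lower. The inflammation genes the study names in fibroblasts had a median of -0.87 in these AEC-like cells (4 of 7 measured, percentile 0). NF-kB genes (12 of 14 measured) had a median of -0.03 at percentile 57.1, and MHC class II and costimulatory genes (5 of 10) had a median of 0.03 at percentile 77.0.

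Genes of laminar flow and quiescence had a median of 0.15 (14 of 16 measured, percentile 99.8), with opposite movements among members. Cdkn1a, which halts the cell cycle, was at 179 against 80.9 CPM, and the gap junction gene Gja5 was at 223 against 349 CPM, while the flow sensor Klf2 was at 1164 against 1311 CPM. FOXO target genes, which Tie2 signalling represses through Akt, had a median of -0.05 (12 of 18 measured, percentile 46.5), with Txnip at 723 against 659 CPM and Cited2 at 79.6 against 68.0 CPM. Matrix genes had a median of -0.22 at percentile 0.11 (12 of 16 measured), with Mgp at 7488 against 8833 CPM and Fn1 at 1257 against 1043 CPM. Respiratory chain genes had a median of 0.12 (28 of 28 measured, percentile 99.98), with Cox7c at 492 against 334 CPM. Hyaluronan genes (6 of 14 measured) had a median of 0.01, clock genes (8 of 14) a median of 0.01 and angiopoietin-family genes (3 of 4) a median of 0.08.

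Among 1188 ranked genes in these cells, the serpin Serpina3g had the largest increase, at 116 against 38.1 CPM. Beside Bmx, which ranked between Usmg5 and Tomm7, next came the short ATP synthase and mitochondrial import genes Usmg5 (196 against 94.1 CPM), Tomm7 (308 against 167 CPM) and Atp5k (222 against 123 CPM). The translocon gene Sec61g (361 against 210 CPM), the kinase gene Pim3 (128 against 74.2 CPM) and Ndufa3 (154 against 90.4 CPM) followed. Higher levels were not confined to AEC-like cells, since Atp5k was at 180 against 106 CPM in Tie2 fibroblast-like and Usmg5 at 188 against 98.2 CPM in Mfap4 fibroblast-like cells. After Tek, the largest decreases were in the Wnt antagonist Dkk2 (35.6 against 114 CPM), the tight-junction claudin Cldn5 (330 against 763 CPM), Fxyd6 (66.1 against 146 CPM) and the transcriptional cofactor Ldb2 (62.1 against 132 CPM). The short-chain collagen Col8a1 was at 364 against 614 CPM, the focal adhesion gene Lims1 at 148 against 248 CPM and Stmn2 at 111 against 185 CPM. Short ribosomal protein genes had a median of 0.83 (10 of 12 higher by 1.5-fold, percentile 100), with Rps28 at 1637 against 478 CPM, and were higher in 10 of 10 classes of this library (0.51 to 1.00). Long ribosomal protein genes had a median of -0.09, and stress genes a median of 0.18 (percentile 99.9), the latter turning to -0.21 when doublets were not removed. Of the RNA of other types in the AEC-like cells of this pair, the fibroblast gene Dcn was at 1611 against 1181 CPM, Lyz2 at 362 against 298 CPM and Acta2 at 387 against 391 CPM.

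**Figure D2:**
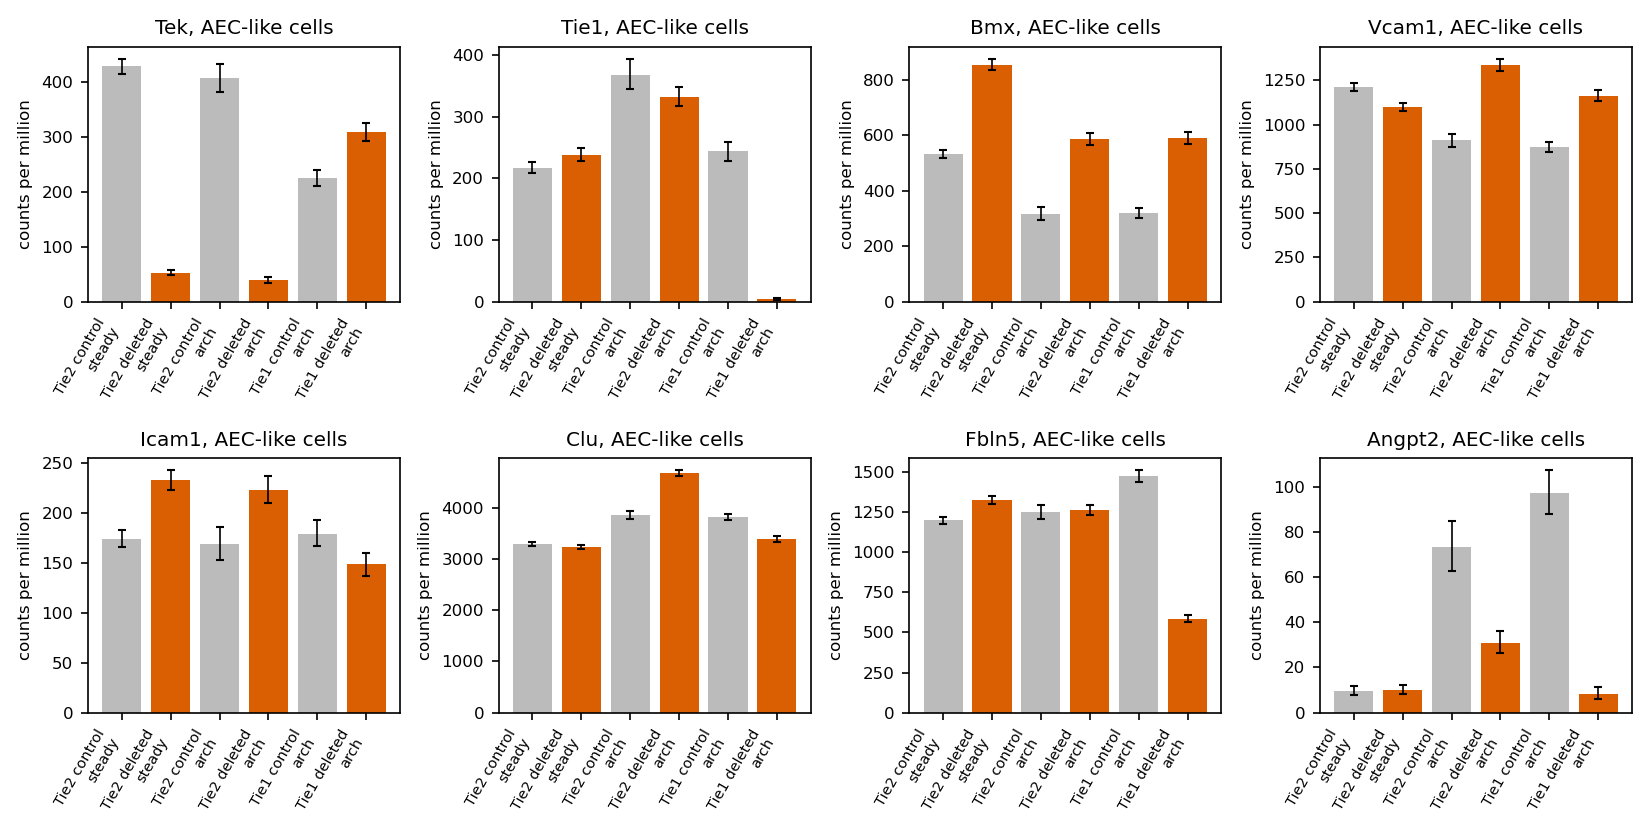
Level of 8 genes in AEC-like cells (y axis, CPM, exact Poisson 95% intervals) in each of the 6 libraries (x axis), with controls in grey and deleted libraries in orange. Tek was at 39.2 CPM and 52.6 CPM in the Tie2-deleted libraries and Tie1 at 3.61 CPM in the Tie1-deleted library.

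**Figure D3:**
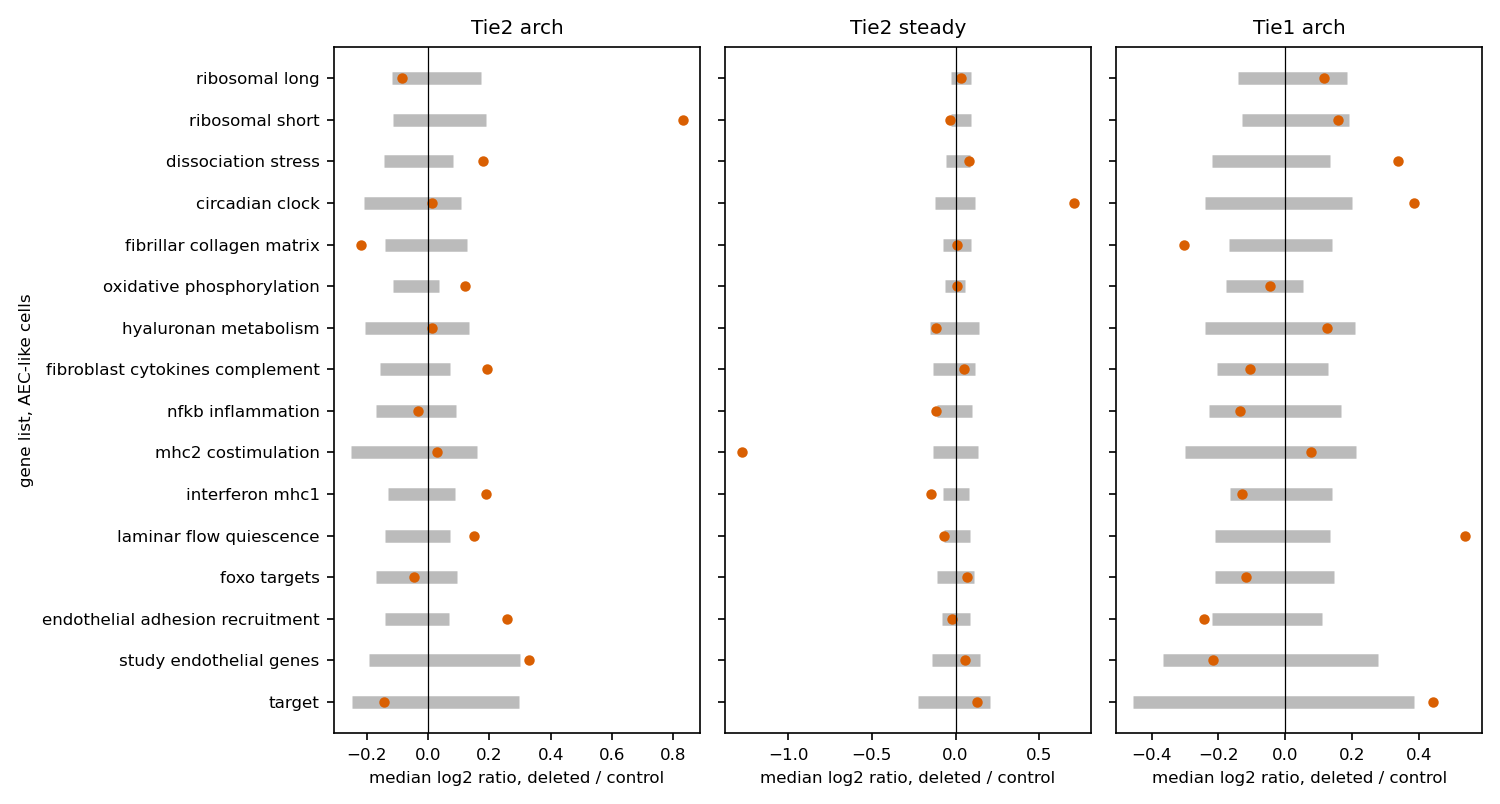
Median log2 ratio of deleted over control (x axis, whose range differs between panels) of each gene list (y axis) in AEC-like cells of the 3 pairs. Points are the medians and grey bars span the middle 95% of 10000 matched random lists, and the adhesion list lies at 0.26 in the Tie2 arch and at -0.24 in the Tie1 arch pair.

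Outside the endothelium, fibroblasts and macrophages of the Tie2 arch pair differed as well. In Tie2 fibroblast-like cells, NF-kB genes had a median of 0.19 (14 of 14 measured, 3 higher, percentile 99.99), with Ccl2 at 311 against 148 CPM. Macrophage RNA in these cells was higher too, with Lyz2 at 275 against 191 CPM, and stood at 394 against 234 CPM in Mfap4 fibroblast-like cells. Hyaluronan genes had a median of 0.24 (percentile 99.95), led by Has2 (105 against 76.6 CPM) and Ugdh (3019 against 2404 CPM), which make hyaluronan and its precursor. The acute-phase gene Saa3 was at 69.6 against 10.1 CPM, while the cytokine and complement list had a median of 0.01. Zbtb16 (161 against 70.3 CPM), Ptgs2 (434 against 254 CPM), Hk2 (201 against 118 CPM) and Arid5b (365 against 221 CPM) were among the highest ratios. In Mfap4 fibroblast-like cells Pir (140 against 59.8 CPM) and Glul (383 against 196 CPM) were highest, and Mmp3 (274 against 807 CPM) and Sfrp4 (310 against 624 CPM) were among the lowest. Gstp1 was lower in both classes, at 27.2 against 101 CPM and at 50.8 against 193 CPM.

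In Cxcl2hi-macrophage-like cells, MHC class II and costimulatory genes had a median of 0.20 (0.16 to 0.21, 9 of 10 measured, percentile 99.7), though none reached 1.5-fold and the median was 0.0548 without integration. Cd74 was at 9430 against 8340 CPM, Cd86 at 394 against 339 CPM and the class II transactivator Ciita at 79.0 against 60.1 CPM, while Cd40 was at 27.9 against 30.2 CPM. Trem2hi-macrophage-like cells had a lower median of the cytokine and complement list, at -0.31 (percentile 0.04). In resident-macrophage-like cells the glucocorticoid-induced gene Fkbp5 was at 100.02 against 27.6 CPM and the histidine lyase gene Hal at 629 against 202 CPM. Heat shock gene Hspa1b was at 585 against 1208 CPM and Siglech at 61.9 against 133 CPM.

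The steady-state pair asked whether Tie2 loss alone, without atherosclerosis, changed the aorta. Leukocyte content was alike in both libraries, while T cells were fewer in the deleted aorta. AEC-like cells lost Tek as in the arch, yet the adhesion list did not move. MHC class II RNA was lower in AEC-like cells and higher in macrophages, and genes of the circadian clock differed in endothelium and fibroblasts.

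Tek in AEC-like cells was at 52.6 CPM (47.9 to 57.7) against 428 CPM (415 to 442), or 8.14-fold lower (log2 ratio -3.02, -3.17 to -2.88). Tie2 fibroblast-like cells had 112 CPM (106 to 119) against 132 CPM (125 to 139). Tie1 was at 238 against 217 CPM and Bmx at 856 against 531 CPM in AEC-like cells. The target list had a median of 0.13, set by Tie1 as its middle member. Angpt2 was at 10.1 CPM (8.10 to 12.4) against 9.78 CPM. Leukocytes were at 16.2% (15.3 to 17.2) against 16.8% (15.9 to 17.7), and T cells were 2.04-fold fewer, at 1.35% (1.07 to 1.67) against 2.75% (2.37 to 3.18). Ccl5 T-cell-like cells were at 0.333% against 0.789% and thymocyte-like cells at 0.382% against 1.22%. Trem2hi-macrophage-like cells were rare, with 32 cells (0.532%) against 17 cells (0.263%). AEC-like cells were at 10.1% against 10.5%, SMC-like cells at 10.3% against 11.2% and Tie2 fibroblast-like cells at 11.8% against 10.1%.

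In AEC-like cells the adhesion list had a median of -0.02 (14 of 16 measured, none beyond 1.5-fold, percentile 25.3). Vcam1 was at 1098 against 1214 CPM (log2 ratio -0.14), Icam1 at 232 against 174 CPM (0.42) and Cxcl1 at 115 against 77.0 CPM. Clu was at 3233 against 3299 CPM and Fbln5 at 1329 against 1200 CPM, and the endothelial genes of the study had a median of 0.06. In the AEC-like cells with at most 1 UMI of other types' genes, Icam1 was no longer higher (-0.0274), Fbln5 was lower (-0.27) and the endothelial genes of the study had a median of -0.11. MHC class II genes were lower, with all 6 measured members below by 1.5-fold or more and a median of -1.28 (percentile 0). Cd74, the class II invariant chain, was at 279 against 948 CPM, and H2-Aa was at 123 against 327 CPM. RNA of other types was lower as well in the deleted AEC-like cells, with Acta2 at 298 against 848 CPM, Lyz2 at 12.5 against 28.3 CPM, an SMC list median of -0.83 and a fibroblast list median of -0.30. Interferon and MHC class I genes had a median of -0.14 (percentile 0.04), with H2-K1 at 2810 against 3493 CPM and Gbp2 at 165 against 214 CPM.

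Genes of the clock were higher in deleted AEC-like cells, with 5 of 9 measured members higher and 1 lower by 1.5-fold and a median of 0.71 (percentile 100). Dbp, a clock output gene, was at 143 against 19.7 CPM, Nr1d1 at 176 against 71.3 CPM and Per3 at 71.9 against 26.5 CPM, and Arntl, which peaks in the opposite phase, was at 9.52 against 26.0 CPM. Flow genes had a median of -0.07 (percentile 2.76), with Klf2 at 2517 CPM in both libraries and Cdkn1a at 88.5 against 144 CPM. FOXO targets had a median of 0.07 (percentile 90.3) and NF-kB genes of -0.11, which were at -0.0032 and 0.0049 in the AEC-like cells with at most 1 UMI of other types' genes. Medians were 0.01 for matrix genes, 0.01 for respiratory chain genes, -0.12 for hyaluronan genes, 0.05 for cytokine and complement genes and 0.08 for stress genes. Short and long ribosomal protein genes had medians of -0.03 and 0.03. Beside Dbp and Nr1d1, the largest ratios were in Pir (128 against 62.7 CPM) and Uchl1 (141 against 78.8 CPM), followed by Sh3glb2, Tspan4, Bmx and Arl4d. The chaperone genes Cacybp (55.4 against 117 CPM) and Dnaja1 (310 against 570 CPM) were lower, as were Arid5b (236 against 370 CPM), the immune checkpoint ligand Cd200 (328 against 507 CPM) and the interferon-induced Ifi47 (79.0 against 123 CPM).

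Outside the endothelium, Tie2 fibroblast-like cells of the deleted steady aorta had more matrix RNA, with a median of 0.29 (16 of 16 measured, 2 higher, percentile 100). Postn was at 196 against 41.2 CPM and Col3a1 at 2929 against 1862 CPM, and Timp1 (168 against 64.4 CPM) and Sfrp4 (1313 against 796 CPM) were among the highest ratios. Il6 was at 150 against 94.1 CPM in the same cells, and C4b at 151 against 63.5 CPM. The chaperones Hspa5 (847 against 1851 CPM) and Manf (225 against 444 CPM) of the endoplasmic reticulum were lowest. Mfap4 fibroblast-like cells shared the lower Hspa5 (713 against 1659 CPM) and also had less Ctgf (1741 against 3272 CPM) and Eln (899 against 1437 CPM). Nr1d1 (151 against 52.3 CPM), Pir (128 against 49.1 CPM) and Txnip (536 against 288 CPM) were higher there. MHC class II genes were higher in macrophages, at a median of 0.32 in Cxcl2hi-macrophage-like cells (percentile 100), with Cd74 at 7763 against 6209 CPM. Resident-macrophage-like cells had a class II median of 0.42, with Cd74 at 5996 against 4383 CPM, and lower Vsig4 (44.8 against 195 CPM), Cited2 (256 against 636 CPM), Ccl7 (840 against 1435 CPM) and Ccl2 (957 against 1591 CPM). Hal had 1350 UMIs in the deleted and 0 in the control resident-macrophage-like cells.

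The Tie1 arch pair asked what loss of the other receptor does in the same setting. Leukocytes, with foam-cell-like macrophages and dendritic-like cells among them, were fewer after Tie1 deletion. AEC-like cells had more RNA of the flow-responsive transcription factors Klf2 and Klf4, of stress genes and of Tek, and much less Angpt2. Adhesion and matrix lists were lower, although Vcam1 itself was higher. These libraries hold no barcode under 3217 UMIs (control) or 2221 UMIs (deleted), against 500 in the other 4, which limits the shares of small cells such as T cells.

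Tie1 in AEC-like cells was at 3.61 CPM (2.06 to 5.86, 16 UMIs) against 243 CPM (229 to 259, 990 UMIs), or 67.5-fold lower (log2 ratio -6.08, -6.89 to -5.37). Tek was higher in the same cells, at 309 CPM (292 to 325) against 225 CPM (210 to 240), and stood at 104 against 94.2 CPM in Tie2 fibroblast-like cells. Bmx was at 591 against 321 CPM, and the target list had a median of 0.44, set by Tek as its middle member. Angpt2 was 11.7-fold lower, at 8.35 CPM (5.88 to 11.5) against 97.4 CPM (88.0 to 107), and Angptl4, an inhibitor of lipoprotein lipase, was at 17.4 against 72.3 CPM, so that the angiopoietin-family list had a median of -1.59 (3 of 4 measured, 2 lower). Leukocytes were at 22.6% (21.6 to 23.6) against 28.6% (27.4 to 29.8). Trem2hi-macrophage-like cells were 2.501-fold fewer, at 2.99% against 7.47% (log2 ratio -1.32, -1.56 to -1.08), and formed 16.8% against 33.4% of monocytes and macrophages, but the log2 ratio was -0.32 when the libraries were clustered without integration. The cluster behind that value was broader, with 3691 cells, of which 47.8% were Trem2hi-macrophage-like in the main clustering. Cxcl2hi-macrophage-like cells were at 9.31% against 9.40%, resident-macrophage-like cells at 3.92% against 3.28%, dendritic-like cells at 0.510% against 1.69% and T cells at 3.39% (2.97 to 3.86) against 4.10% (3.60 to 4.66). AEC-like cells were at 10.5% against 7.63% and SMC-like cells at 13.03% against 7.94%.

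Flow and quiescence genes were higher in Tie1-deleted AEC-like cells, with 15 of 16 measured, 6 higher and 3 lower by 1.5-fold and a median of 0.54 (percentile 100). Klf2 was at 3082 against 1290 CPM, Klf4 at 871 against 415 CPM, Cdkn1a at 355 against 139 CPM and the anticoagulant receptor Thbd at 232 against 125 CPM. Nos3, which makes nitric oxide, was at 188 against 126 CPM, and the vasoconstrictor Edn1 was at 322 against 705 CPM. Klf2 and Klf4 were not confined to endothelium, with means of 944 and 1806 CPM over the 6 libraries in Tie2 fibroblast-like cells. Dissociation stress genes were also higher in AEC-like and other classes of this pair, as given below. Whether the flow and stress lists were raised by the same source was not tested. Adhesion genes had a median of -0.24 (15 of 16 measured, none higher and 4 lower, percentile 1.11), with Ccl2 at 16.5 against 67.9 CPM, Selp at 275 against 326 CPM and Icam1 at 148 against 179 CPM. Vcam1 was at 1163 against 873 CPM (log2 ratio 0.41, 0.35 to 0.48), which fell to 0.24 after thinning to equal UMIs per cell and to 0.19 as a mean over cells. Fbln5 was 2.52-fold lower, at 585 against 1475 CPM, and Clu was at 3395 against 3832 CPM, for a median of -0.22 over the endothelial genes of the study. Matrix genes had a median of -0.30 (16 of 16 measured, 4 lower, percentile 0.04), with Col5a2 at 125 against 361 CPM and Fn1 at 430 against 900 CPM. FOXO targets had a median of -0.12 (12 of 18 measured, percentile 20.5), and NF-kB, interferon and MHC class I, and cytokine and complement genes had medians of -0.14, -0.13 and -0.10.

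The highest-ranked gene was Klk10, a flow-regulated protease gene, at 326 against 112 CPM. Beside Cdkn1a, Klf2 and Klf4, the other genes with high ratios were Ptprr at 147 against 61.2 CPM, Slc43a3 at 268 against 118 CPM, Lims2 at 173 against 75.3 CPM and the retinol dehydrogenase gene Adh7 at 300.04 against 138 CPM. Igfbp3, an IGF-binding protein gene, was at 7.90 against 155 CPM and the actin bundler Fscn1 at 8.57 against 112 CPM. Ctla2a (306 against 1269 CPM), Col8a1 (106 against 457 CPM), Sox4 (122 against 481 CPM) and Dkk2 (58.0 against 198 CPM) were lower as well, and Col8a1 and Dkk2 were also lower in the Tie2 arch pair. Stress genes were higher, at a median of 0.34 (3 of 15 higher, percentile 99.98), with Nr4a1 at 180 against 40.8 CPM, and clock genes had a median of 0.39 (7 of 14 measured). RNA of other types differed in the AEC-like cells, with Acta2 at 1583 against 946 CPM, Dcn at 2008 against 1621 CPM, an SMC list median of 1.495, an erythroid list median of -1.52 and haemoglobin at 0.482% against 1.46% of UMIs. Hyaluronan genes had a median of 0.13, MHC class II genes of 0.08, respiratory chain genes of -0.05, the fibroblast inflammation genes of the study of -0.00, and short and long ribosomal protein genes of 0.16 and 0.12.

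In Tie2 fibroblast-like cells of the Tie1 pair, the fibroblast inflammation genes of the study had a median of 0.26 (percentile 99.4), with Il6 at 24.8 against 7.53 CPM and Ccl2 at 55.1 against 90.9 CPM. Gpc3 (195 against 91.8 CPM) and Egr1 (880 against 508 CPM) were higher, and the lubricin gene Prg4 (35.9 against 101 CPM) was lower. Stress genes had a median of 0.43 there, and SMC genes a median of 1.55. Mfap4 fibroblast-like cells had more Mmp3 (2133 against 772 CPM) and Pir (143 against 52.7 CPM), less Timp1 (185 against 600.3 CPM), and a matrix median of -0.27. The cartilage collagen Col2a1 had 0 UMIs in the deleted and 1835 in the control Mfap4 fibroblast-like cells. Trem2hi-macrophage-like cells had higher MHC class II genes (median 0.69, 7 of 10 measured, 6 higher), with Cd86 at 52.1 against 33.0 CPM, higher NF-kB genes (median 0.75), with Nfkbia at 610 against 196 CPM, and higher stress genes (median 0.67), with Egr1 at 270 against 112 CPM. MHC class II genes of Cxcl2hi-macrophage-like cells had a median of 0.09, and Acta2 RNA in those cells was at 1838 against 521 CPM. Resident-macrophage-like cells had more Retnla (8830 against 3890 CPM), Fcna (796 against 307 CPM) and Cxcl13 (111 against 28.0 CPM), and less of the interferon-induced Rtp4 (124 against 258 CPM) and Isg15 (55.2 against 109 CPM).

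The controls of the Tie2 crosses were set against each other to ask what atherosclerosis changes, above all in Tie2 fibroblast-like cells. Region differs with condition here, arch against whole aorta, and the parts cannot be told apart. Leukocytes made up a larger share in the arch, and foam-cell-like macrophages were a main class there and nearly absent from the steady aorta. Tie2 fibroblast-like cells of this arch control were more frequent than in the steady aorta and held more inflammatory and complement RNA and less matrix RNA.

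Leukocytes were at 33.7% in the atherosclerotic arch against 16.8% in the steady aorta, T cells at 7.31% against 2.75% and Trem2hi-macrophage-like cells at 5.77% against 0.263%, which is 21.9-fold higher. Tie2 fibroblast-like cells were at 20.3% against 10.1% of all cells and at 34.4% against 17.2% of fibroblasts, but made up only 4.98% of all cells in the Tie1 control of the atherosclerotic arch. AEC-like cells were at 3.19% against 10.5% and SMC-like cells at 1.26% against 11.2%. In Tie2 fibroblast-like cells, all 7 inflammation genes of the study were measured and 6 were higher by 1.5-fold or more (median 1.15, percentile 100). C3, the central complement gene, was at 4679 against 1801 CPM, Apod at 129 against 30.3 CPM, Il6 at 222 against 94.1 CPM and Ccl8 at 32.0 against 4.13 CPM. Cytokine and complement genes had a median of 0.43 (17 of 20 measured, 8 higher), with C4b at 625 against 63.5 CPM. Interferon and MHC class I genes had a median of 0.54 (8 of 17 higher), with Isg15 at 99.8 against 49.0 CPM, and NF-kB genes a median of 0.40, with Bcl3 at 89.1 against 20.2 CPM. The inflammation list of the study was lower in the Tie1 than in the Tie2 control arch, at a median of -1.29.

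Matrix genes of Tie2 fibroblast-like cells were lower, with 10 of 16 below by 1.5-fold and a median of -0.67 (percentile 0), including Postn (5.63 against 41.2 CPM) and Sparc (2183 against 3359 CPM), while the crosslinking enzyme Lox was at 50.2 against 33.6 CPM. Respiratory chain genes had a median of -0.14 (percentile 8.26) and hyaluronan genes of -0.20 (percentile 17.4). The haem scavenger gene Hp was at 297 against 8.15 CPM, Sned1 at 213 against 29.6 CPM, the retinoic acid enzyme Aldh1a2 at 122 against 17.4 CPM, Serpina3n at 138 against 28.3 CPM and the pentraxin Ptx3 at 442 against 121 CPM. Myadm (76.4 against 353 CPM), Gpc3 (95.5 against 372 CPM) and Cyr61 (441 against 990 CPM) were lower. Macrophage RNA in these cells had a median of 1.18 and SMC RNA of -0.87. Mfap4 fibroblast-like cells moved in the same directions, with a median of 1.01 for the inflammation genes of the study and of -0.87 for matrix genes.

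AEC-like cells of the atherosclerotic arch had 7.51-fold more Angpt2, at 73.4 against 9.78 CPM, and more Angptl4 (46.4 against 3.79 CPM). Lrg1 was at 310 against 4.63 CPM, Lcn2 at 106 against 1.79 CPM, Serpina3n at 179 against 0.736 CPM, the growth factor Mdk at 182 against 6.10 CPM, Col8a1 at 614 against 107 CPM and Ctla2a at 1210 against 273 CPM. Flow genes were lower (9 of 14, median -0.83, percentile 0), with Klf2 at 1311 against 2517 CPM and Edn1 at 524 against 1583 CPM, and so were stress genes, at a median of -1.43. Cyr61 was at 276 against 1893 CPM. Matrix genes had a median of 0.67 and MHC class II genes of -1.95, with Cd74 at 97.4 against 948 CPM. Macrophage RNA in these AEC-like cells had a median of 1.88, with Lyz2 at 298 against 28.3 CPM.

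The next comparison asked which aortic cells carry the receptors and ligands and how the 2 fibroblast classes differ, with the 6 libraries as replicates of a contrast within each library. Tie2 fibroblast-like cells carried Tek and the genes that make hyaluronan, and Mfap4 fibroblast-like cells carried more Angpt1, Angpt2 and matrix RNA than Tie2 fibroblast-like cells. The compared genes took no part in the clustering, although the classes were drawn from the same cells. The hyaluronan and respiratory chain differences had been reported by the study from its control mice on normal diet, so they are not a fresh test.

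Tek was 14.6-fold higher in Tie2 than in Mfap4 fibroblast-like cells (mean log2 difference 3.87 ± 0.33, SD, n = 6; adjusted p 0.0375 from exact sign flips, whose smallest possible unadjusted p is 0.031). Angpt1 was higher in Mfap4 fibroblast-like cells than in Tie2 fibroblast-like cells by 1.55 ± 0.54 and than in AEC-like cells by 0.96 ± 0.62, each in 6 of 6 libraries (adjusted p 0.0375). Angpt2 was 13.8-fold higher in Mfap4 than in Tie2 fibroblast-like cells (3.79 ± 0.92, adjusted p 0.0375), while the difference from AEC-like cells was 0.94 ± 1.80 with 4 of 6 libraries higher (adjusted p 0.219) and AEC-like cells higher in the arch controls (-0.91 and -1.13). SMC-like cells held Angpt2 at 136 CPM in the Tie2 control arch and 56.5 CPM in the steady control. Tie1 was higher in AEC-like than in Tie2 fibroblast-like cells by 6.24 ± 2.35 (adjusted p 0.0375), with the lowest difference, 1.77, in the Tie1-deleted library. Hyaluronan genes were higher in Tie2 fibroblast-like cells (9 members, median difference 2.15 ± 0.34, adjusted p 0.0417), as were cytokine and complement genes (19 members, 0.27 ± 0.16, adjusted p 0.0417). Matrix genes were lower in 6 of 6 libraries (16 members, -0.65 ± 0.18, adjusted p 0.0417), and respiratory chain genes were at -0.20 ± 0.17 (28 members, adjusted p 0.125).

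edgeR tested 12905 genes, of which 218 belonged to the lists left out of the clustering. Of these, 145 differed at an adjusted p of 0.05, 62 higher and 83 lower in Tie2 fibroblast-like cells, and 154 differed when p was adjusted over the 218 alone. DESeq2 called 147. Without a term for the library 52 differed, and with the control libraries alone 82. The largest increases were in Has2 (log2 fold 4.21 ± 0.115 SE, adjusted p 3.68e-08), Tek (4.04 ± 0.132, 6.20e-08), Ugdh (3.84 ± 0.190, 5.37e-07), Gfpt2 (3.20 ± 0.153, 4.61e-07) and Has1 (2.86 ± 0.242, 1.13e-05), of which all but Tek serve hyaluronan synthesis. In the edgeR fit without a term for the library, Has1 was no longer called (log2 fold 2.49, adjusted p 0.0737). The largest decreases were in the chemokines Cxcl5 (-4.79 ± 0.355, 4.88e-06) and Cx3cl1 (-4.74 ± 0.456, 2.51e-05), Angpt2 (-4.49 ± 0.304, 2.84e-06), the calcification inhibitor Mgp (-3.70 ± 0.330, 1.58e-05) and Bmx (-2.63 ± 0.370, 0.000291).

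**Figure D4:**
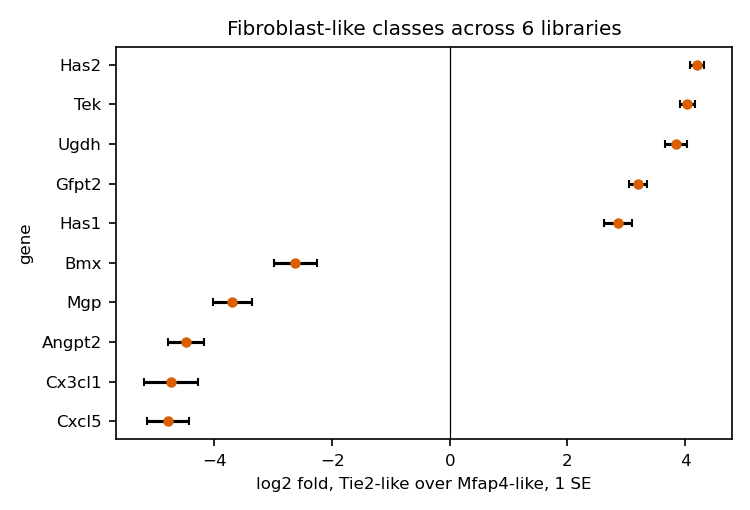
Log2 fold of Tie2 over Mfap4 fibroblast-like cells (x axis) for the 5 genes (y axis) with the largest change in each direction, with 1 SE from edgeR over 6 libraries. Has2 lies highest at 4.21 and Cxcl5 lowest at -4.79.

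The control libraries of the atherosclerotic arch were set side by side to show how far controls of different crosses and kits differ. Leukocytes were at 28.6% in the Tie1 and 33.7% in the Tie2 control, Trem2hi-macrophage-like cells at 7.47% and 5.77% (log2 ratio 0.37, 0.19 to 0.56), and T cells at 4.10% and 7.31%. AEC-like cells were at 7.63% and 3.19%, SMC-like cells at 7.94% and 1.26%, and Tie2 fibroblast-like cells at 4.98% and 20.3%. In AEC-like cells the adhesion list had a median of 0.08 (percentile 63.6), FOXO targets of 0.03 and flow genes of -0.18 between these controls, whereas MHC class II genes had a median of 2.21, short ribosomal protein genes of 1.00, respiratory chain genes of 0.71 and SMC genes of 1.79. Haemoglobin made up 1.46% of UMIs in AEC-like cells of the Tie1 and 0.0015% in those of the Tie2 control. The leukocyte ratio between the controls (-0.24) was as large in size as that of the Tie2 arch pair (0.23), and the Trem2hi ratio (0.37) was smaller in size than those of the arch pairs (0.72 and -1.32), although without integration the Tie1 pair was at -0.32. That last value is for a broader cluster, of which 47.8% were Trem2hi-macrophage-like cells of the main clustering.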

Values the study reported

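The study reports that leukocytes made up 22.2% of arch cells after Tie1 deletion and 30.3% in control arches under atherosclerosis. Trem2hi macrophages made up 4.4% and 10.3% in the same arches. In the atherosclerotic arch, Trem2hi macrophages were 27.8% of the monocyte and macrophage cluster, and Ccl5+ T cells were at 45.8% in Tie2 control mice. The study used 7903 control and 6578 Tie2-deleted cells of the arch.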

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

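The tests of the 3 patterns in this part were chosen after the results were seen. The values listed first come from a comparison of ratios between pairs that were alike in one of the receptors or the region, and each difference was not tested, because every pair holds 1 library per group.

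The Tie2 pairs differed from each other in AEC-like cells. The log2 ratio of deleted to control was higher in the arch than at steady state by 0.70 for Vcam1 (0.55 against -0.14) and by 0.31 for Clu (0.28 against -0.03). Tie1 differed by -0.28 (-0.15 against 0.13), and the list of target genes by -0.27 (-0.14 against 0.13). Tie1 is the middle member of that list in both pairs, so the list value restates that of Tie1. The interferon and MHC class I list differed by 0.33 (0.19 against -0.14) and the flow list by 0.22 (0.15 against -0.07). The ribosomal lists differed by 0.86 for the short (0.83 against -0.03) and by -0.12 for the long genes (-0.09 against 0.03). In resident-macrophage-like cells Siglech differed by -1.78, being lower after deletion in the arch and higher at steady state. Between the Tie2 and Tie1 arch pairs, the log2 ratio of the share of Trem2hi-macrophage-like cells differed by 2.04 (0.72 against -1.32, the latter being -0.32 without integration) and that of leukocytes by 0.57 (0.23 against -0.34). No library stood apart from the other 5 in the 10 measures tested over 6 libraries.

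Bmx and Pir, neighbours on the X chromosome, were higher in all 3 deleted libraries. A response of endothelial cells to the lost receptor is argued against for Pir, because 9 of 9 combinations of pair and class outside the endothelium (the fibroblast-like classes and SMC-like cells) had a counting interval above 0, with a median log2 ratio of 1.23. For Bmx such a response and another source cannot be told apart, since Bmx was above 0 in 5 of 6 combinations in fibroblast-like cells, the exception being Tie2 fibroblast-like cells at steady state (-0.25). In SMC-like cells Bmx had 110 UMIs against 1 in the Tie2 arch, a log2 ratio of 0.64 with an interval that included 0 in the Tie1 pair, and -1.42 (-2.61 to -0.36) at steady state. A candidate explanation is gene copies carried by the Cre transgene. The 7 genes from 150 kb to 1 Mb away had a median of 0.03 (gene medians from -0.51 to 0.58), while Pir was at 1.23. The explanation stays open because Siah1b, within 150 kb, had 125 against 163 UMIs over the 3 pairs in Mfap4 fibroblast-like cells. Its counting intervals included 0 in every pair in AEC-like, SMC-like and Tie2 fibroblast-like cells.

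Clock genes differed in the steady Tie2 pair. Loss of Tie2 in endothelial cells alone is argued against, because the median difference between the Dbp side and the Arntl side of the clock was 1.13 in fibroblast-like and SMC-like cells. Aortas taken at another time of day may give such a pattern, and the smallest difference in those classes was 0.99 (Mfap4 fibroblast-like), against 1.19 in AEC-like and 1.296 in SMC-like cells. This cannot be told apart from other sources, since macrophages showed differences of only 0.12 and -0.05 and the times at which the aortas were taken were not used here.

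Short ribosomal protein genes were higher in the Tie2-deleted arch library. A change in AEC-like cells after Tie2 deletion is argued against, because the list was higher in 10 of 10 classes, by at least 0.51 outside AEC-like cells, and stood at -0.03 in AEC-like cells of the steady pair. A general loss of transcripts under 700 nt from the control is argued against as well. The 493 other genes of that length differed from those of middle length by only 0.0151 in AEC-like cells. A loss limited to the shortest transcripts was not tested, and the short genes Usmg5, Tomm7 and Atp5k were higher in AEC-like cells of this library too. The source of the difference remains open. The Tie2 control arch was lower in this list than the steady control of the same kit in 8 of 8 classes (-1.03 to -0.19), where region and condition differ as well. Against the Tie1 control arch, made with another kit, the Tie2 control was lower in the ribosomal list in 9 of 10 classes (log2 ratio of Tie1 to Tie2 control from -0.11 to 1.00) and in other short genes in 10 of 10 (0.18 to 0.53).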

How the results depend on the processing

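A pair of alternatives in this part, the CPM without haemoglobin genes and the shares without the group led by haemoglobin genes, were chosen after the results were seen. No paired analysis was made between groups, because each group holds 1 library and the labels pair no replicates. This concerns the comparisons between groups and not the fibroblast contrast within libraries. A fit of deletion over both Tie2 pairs, with the pair as a block, was possible but was not made. The reason is that the pairs differ in disease and region and no group would have a replicate. Of 73 comparisons of leading genes with an alternative, 62 stayed within their interval, 10 moved and 1 reversed, and of 61 for lists 53 stayed and 8 moved. Of 56 comparisons for shares 54 stayed and 2 moved, and of 58 for the fibroblast contrast 51 stayed. Among the other genes and lists, 260 of 1797 gene comparisons moved and 3 reversed, and 214 of 1176 list comparisons moved and 10 reversed. The cause was not tested for any of the changes below, apart from those with fewer libraries or genes. Leaving out 1 library at a time gave 129 to 145 genes against 145, the 4 libraries of kit v3.1 gave 156, no integration 155, outcome genes kept as features 149, no count filter 148, DESeq2 147 and resolution 0.3 gave 139. Depth limits genes under about 20 CPM, and rare classes such as the 17 and 32 Trem2hi-macrophage-like cells at steady state.

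With the 3 control libraries alone, 82 genes differed between the fibroblast classes (37 higher and 45 lower), and without the library block 52 (24 and 28), against 145 (62 and 83). The hyaluronan difference was 1.93 at resolution 0.3 against 2.15. Without integration the Trem2hi share ratio of the Tie1 pair was -0.32 against -1.32, the inflammation list of Tie2 fibroblast-like cells in the atherosclerotic control was 1.304 against 1.15, and Clu at steady state was 0.0012. The Trem2hi cluster of that setting held 3691 cells, of which 47.8% belonged to the main class. The leukocyte ratio of the Tie1 pair was -0.43 against -0.34 without the haemoglobin group.

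In AEC-like cells with at most 1 UMI of other types' genes, possible only at steady state since the arch pairs held fewer than 20 such cells in a library, Icam1 was -0.0274 against 0.42, Tek -2.58 against -3.02, Vcam1 -0.20 against -0.14, Clu 0.0497 against -0.03 and Fbln5 -0.27 against 0.15. The lists moved to -0.12 for adhesion, -0.0032 for FOXO targets, 0.0049 for NF-kB and -0.11 for the endothelial genes of the study. The cells under this limit were 156 of 682 in the steady control and 180 of 610 in the steady deleted library. A limit in UMIs may favour cells with few UMIs, which was not tested.

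Thinning to equal UMIs gave Icam1 0.54 at steady state, Tek -3.66 in the arch and Vcam1 0.24 in the Tie1 pair. Means over cells gave Icam1 0.30 and Vcam1 -0.0795 at steady state, Vcam1 0.19 in the Tie1 pair and 0.0044 for short ribosomal protein genes at steady state. Without doublet removal Vcam1 was 0.27 in the Tie1 pair and 0.67 in the Tie2 arch, where in AEC-like cells stress genes turned to -0.21 and cytokine genes to -0.54. Under that setting long ribosomal genes turned to 0.0533 between atherosclerotic and steady AEC-like cells. The class II list of Cxcl2hi-macrophage-like cells in the Tie2 arch (0.20) was 0.22 without mitochondrial and ribosomal genes, 0.24 with TMM, 0.23 without doublet removal and 0.0548 without integration. A list floor of 5 CPM gave -0.0844 for adhesion at steady state, -0.0021 for cytokines in the Tie2 arch and -0.0068 for class II in the Tie1 pair, and a floor of 100 CPM gave 0.0506 for adhesion at steady state. Stress genes of Tie2 fibroblast-like cells between atherosclerosis and steady state were 0.0278 at resolution 0.3 against -0.08.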

Other observations

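The fibroblast contrast had a planned check against chance. With the class labels assigned within the libraries in all 32 ways, the real assignment called 145 of the outcome genes and the highest of the others called 0, so 1 of 32 assignments reached the real count. The classes were clustered from the same cells and every other assignment mixes unlike classes, so this count says little about chance.

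Gstp1 over all cells was at 23.8 CPM in the Tie2-deleted arch and between 60.6 and 147 CPM in the other 5 libraries. Hal was at 0.255 CPM in the steady control and 26.0 CPM in the steady deleted library, at 68.3 and 140 CPM in the Tie2 arch control and deleted libraries, and at 59.8 and 30.3 CPM in the Tie1 control and deleted libraries. Col8a1 and Dkk2 in AEC-like cells were lower in both arch pairs, with log2 ratios of -0.75 and -1.67 after Tie2 and -2.10 and -1.77 after Tie1 deletion. Angpt2 in AEC-like cells was lower in the same pairs, by -1.25 and -3.54, and near 0 at steady state (0.05).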
